A study of Homo sapiens with 12 samples.

How the data were processed

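Ribosome-protected fragments (RPF, the pieces of mRNA that a translating ribosome shields from nuclease) and polyadenylated mRNA were sequenced from HEK293T cells, a transformed human embryonic kidney line, at 0, 60 and 360 min of exposure to GSK-A1, an inhibitor of the phosphatidylinositol 4-kinase PI4KA. Each of the 6 combinations of assay and time had 2 replicates, giving 12 libraries. Groups, times and replicate numbers were taken from the sample titles. The treatment label is the same for every library, so the 0 min libraries are the untreated reference only as far as the time in the title says so.

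For each library the authors deposited raw counts per Ensembl transcript, as whole numbers with no normalization, per the file headers and the values. Per the labels' protocols, monosome and polysome fractions were digested with RNase I and fragments of 25 to 35 nt were cut from a gel. The same text goes on to a preparation of capped small RNA and is cut off there, so the preparation of the mRNA libraries is not described. The labels used here do not state the aligner, the counting program, the genome build, the annotation release, the counted region, the use of strand or the treatment of duplicate and multiply mapping reads. Counts of near-identical transcripts or of overlapping genes are therefore uncertain. Each file lists only transcripts with at least 1 count. A transcript missing from a file was given a count of 0, which made a table of 18338 transcripts, of which 10877 were listed in all 12 files. No row lacked an identifier.

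The files give transcript identifiers without gene names, and 0 of the 18338 identifiers were found in the tables of gene names used here. No gene is therefore named. The 7 gene lists fixed before the data were examined, and the values planned for RHOB and PI4KA, were not computed. The rule fixed in advance for naming genes required an adjusted p-value under 0.05 and selected nothing. The 4 identifiers given in the report were chosen after their values were seen: the 2 rises and the 2 falls with the smallest unadjusted p-values among the RPF and mRNA comparisons with 0 min, at a mean of at least 10 CPM (counts scaled by each library's effective total).

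Counts were analysed in R 4.3.3 with edgeR 4.0.16. Transcripts were filtered with filterByExpr, libraries were scaled by trimmed mean of M-values (TMM), and the quasi-likelihood test (estimateDisp, glmQLFit, glmQLFTest at default settings) was fitted to all 6 libraries of an assay, with time as the only factor. The contrasts tested in each assay were 60 min against 0 min, 360 min against 0 min and 360 min against 60 min. Translational efficiency (TE), the RPF level of a transcript relative to its mRNA level, was tested as the interaction of assay and time in one fit of all 12 libraries, with TMM factors computed within each assay and the filter passed in both assays. The labels state no statistical method. P-values were adjusted by the Benjamini-Hochberg procedure over the transcripts tested in each contrast, and 0.05 was the threshold. The standard error (SE) of a log2 change was taken as the size of the change divided by the square root of its F statistic. CPM values were computed with TMM-scaled library sizes.

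The pipeline was tested on simulated data. Counts were drawn for the transcripts tested, from the libraries' own means, sizes and transcript-wise dispersions, with 200 transcripts changed by a known amount in the later time. The share recovered is given beside each family of tests. Library totals ran from 429026 to 1165740 counts. Intervals for shares of counts are exact 95% Clopper-Pearson intervals and cover counting error only, since reads from PCR are not independent molecules.

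Correlations between libraries used log2 CPM (prior count 2) of the 4243 transcripts with at least 10 counts in each of the 12 libraries. Correlations of changes were computed across the transcripts of the TE fit; transcripts are not independent replicates, so they carry no p-value. Changes at 60 and 360 min share the 0 min libraries, so the correlation that unchanged groups would give was simulated 50 times. Replicates were compared by a chi-square test of their counts over transcripts to look for a library deposited more than once; the statistic per degree of freedom was between 10.2 and 20.6, so none was counted as a duplicate.

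Alternatives listed before the data were examined were other scalings, the DESeq2 1.42.0 Wald test, looser and stricter filters, fits of the compared libraries alone, robust empirical Bayes, limma 3.58.1 voom with sample weights for TE, the replicate number as a block, and leaving out replicates of the compared times. A few more were added after the data were seen, and the closing section names them. Leaving out a library of a compared time leaves 1 library in that arm, so no call was made there; log2 changes alone were recomputed. The labels give no batch or date of preparation. Several tests of the closing section were revised after their first outcome was seen, and the first outcomes are given there.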

Results

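RPF and mRNA profiles were obtained from HEK293T cells at 0, 60 and 360 min of GSK-A1. The series title concerns RhoB and the lipids phosphatidylserine, phosphatidylinositol 4-phosphate and phosphatidic acid, and the time course addresses which transcripts change in abundance or in translation after the inhibitor is added. No untreated library was present at 60 or 360 min. A change over time therefore cannot be told apart from an effect of handling or of time in culture. The RPF libraries held 1165740 and 811913 counts at 0 min, 982894 and 655623 counts at 60 min, and 825633 and 546547 counts at 360 min, for replicates 1 and 2. The mRNA libraries held 762076 and 719846 counts at 0 min, 853782 and 1002695 counts at 60 min, and 429026 and 593334 counts at 360 min. The 360 min libraries were the shallowest in mRNA, and in RPF the shallowest within each replicate number. Between 14233 and 16277 transcripts were listed per library, and the median count of a listed transcript was between 7 and 18. The 10 most abundant transcripts of a library took 6.67% (95% exact interval 6.63 to 6.72) of the counts in RPF 0 min replicate 1 and 14.7% (14.6 to 14.8) in mRNA 360 min replicate 2, the lowest and highest shares. Both mRNA libraries of 360 min had shares of at least 14.1%, whereas the other 4 mRNA libraries lay between 8.07% and 10.7%.

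The assays separated before the times did. The correlation of log2 CPM between an RPF and an mRNA library was 0.636 at the median of 36 pairs. Among RPF libraries, the 3 pairs from the same time had r of 0.840, 0.930 and 0.933, and the 12 pairs from different times ranged from 0.855 to 0.959. Among mRNA libraries, the 3 same-time pairs had r between 0.834 and 0.879, and the 12 pairs from different times ranged from 0.716 to 0.9497. The median r of same-time pairs was 0.930 against 0.911 for different times in RPF, and 0.847 against 0.840 in mRNA. Replicates of one time were at the median more alike than libraries of different times by less than the range within either kind of pair. The least similar RPF replicates were those of 360 min, where replicate 2 correlated with the other 5 RPF libraries at 0.840 to 0.874. In the mRNA libraries, 0 min replicate 1 was closest to 60 min replicate 2 (r = 0.9497), and its r with 0 min replicate 2 was 0.847. The first principal component of the 12 libraries held 58.7% of the variance and parted the assays. The second held 13.01% and ran from −30.3 in mRNA 0 min replicate 2 and −24.6 in RPF 360 min replicate 2 to 31.4 in mRNA 360 min replicate 2.

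**Figure D1:**
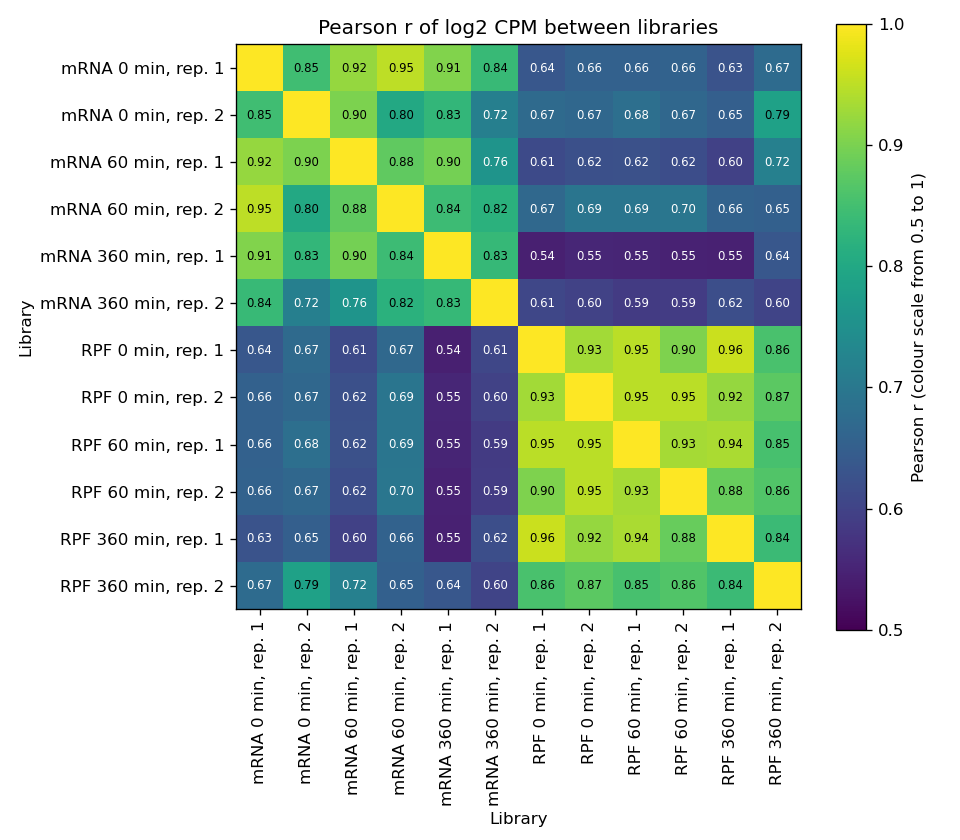
Pearson r of log2 CPM between each pair of the 12 libraries, over 4243 transcripts with at least 10 counts in every library; colour runs from 0.5 to 1 and each cell prints its r. RPF 360 min replicate 2 stands below the other RPF libraries (0.840 to 0.874), and mRNA 0 min replicate 1 is closest to mRNA 60 min replicate 2 (0.9497).

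Footprint abundance was compared between times first. Of 9653 transcripts tested with edgeR's quasi-likelihood test, 0 had a Benjamini-Hochberg adjusted p-value under 0.05 at 60 min against 0 min, and the smallest adjusted p-value was 0.482. At an unadjusted p-value under 0.05 there were 223 transcripts (2.31%), 106 higher and 117 lower, where 483 would arise by chance. This number depended on the libraries of the third time in the fit. It was 420 of 10600 transcripts without RPF 360 min replicate 1, 422 of 10341 without RPF 360 min replicate 2 and 363 of 9464 with the 4 compared libraries alone. At 360 min against 0 min, 0 transcripts passed and 377 had an unadjusted p-value under 0.05 (275 higher, 102 lower); chance gives 483. At 360 min against 60 min, 0 passed and the smallest adjusted p-value was 0.315. There, 753 had an unadjusted p-value under 0.05 (469 higher, 284 lower), above the 483 given by chance. With the replicate number as a block, 1, 2 and 7 transcripts passed in the 3 comparisons, in the order given. The numbers of unadjusted p-values under 0.05 were then 433, 570 and 1123. The labels do not say that a replicate number marks a common day or dish. The directions depended on scaling. With library totals alone in place of TMM, 54 were higher and 114 lower at 60 min against 0 min, 128 higher and 179 lower at 360 min against 0 min, and 318 higher and 361 lower at 360 min against 60 min, so the majority direction reversed in both 360 min comparisons. That scaling placed the median log2 change of all transcripts at −0.119 for 360 min against 0 min, where TMM placed it at 0.0237. The common dispersion was 0.0962, a coefficient of variation of 31% between replicates, and the median SE of a log2 change was between 0.468 and 0.484. In simulated data for 60 min against 0 min, the test recovered 0.5% of transcripts changed by 1 on the log2 scale, 53% of those changed by 2 and 93.5% of those changed by 3. For 360 min against 0 min these shares were 0.5%, 61% and 88%. Of the alternatives, fitting without a filter on low counts moved the counts most, to 33 transcripts at 360 min against 60 min (25 higher, 8 lower).

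The same comparisons in mRNA tested 9693 transcripts. At 60 min against 0 min, 0 transcripts passed an adjusted p-value of 0.05, and 133 (1.37%) had an unadjusted p-value under 0.05 (44 higher, 89 lower), against 485 given by chance. Without mRNA 360 min replicate 2 in the fit it was 200 of 10767 transcripts. At 360 min against 0 min, 0 passed, the smallest adjusted p-value was 0.558, and 865 had an unadjusted p-value under 0.05 (479 higher, 386 lower). At 360 min against 60 min, 0 passed, the smallest adjusted p-value was 0.293, and 998 had an unadjusted p-value under 0.05 (631 higher, 367 lower). Both counts at 360 min were above the 485 given by chance. With library totals alone, 66 were higher and 74 lower at 60 min against 0 min, 266 higher and 608 lower at 360 min against 0 min, and 360 higher and 670 lower at 360 min against 60 min, so the majority direction reversed at 360 min. That scaling placed the median log2 change of all transcripts at −0.187 for 360 min against 0 min and −0.280 for 360 min against 60 min, where TMM placed it at −0.033 and −0.0437. The common dispersion was 0.139, a coefficient of variation of 37.3%. In simulated data for 60 min against 0 min, 0% of transcripts changed by 1 on the log2 scale were recovered, 5% of those changed by 2 and 77.5% of those changed by 3. For 360 min against 0 min the shares were 0%, 12.5% and 75.5%. Fitting without a filter moved the counts most, to 113 transcripts at 360 min against 60 min (93 higher, 20 lower) and 89 at 360 min against 0 min (37 higher, 52 lower). DESeq2 gave 81 at 360 min against 60 min, all of them higher.

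Changes in translational efficiency were tested over 8632 transcripts. In edgeR's interaction test, 0 transcripts passed an adjusted p-value of 0.05 in any of the 3 contrasts. The smallest adjusted p-value was 0.858 at 360 min against 0 min and 0.716 at 360 min against 60 min. At an unadjusted p-value under 0.05 there were 151 transcripts at 60 min against 0 min (77 higher, 74 lower), 489 at 360 min against 0 min (330 higher, 159 lower) and 405 at 360 min against 60 min (191 higher, 214 lower), where chance gives 432. With library totals alone the splits were 44 higher and 100 lower, 390 higher and 116 lower, and 291 higher and 124 lower. The median SE of a log2 change in efficiency was between 0.680 and 0.712. In simulated data for 60 min against 0 min, 0% of transcripts changed by 1 or by 2 on the log2 scale were recovered and 44% of those changed by 3. For 360 min against 60 min 0.5% of changes of 2 were recovered, so changes of that size were below what this depth and replication could detect. With library totals alone the median log2 change in efficiency was −0.105 at 60 min against 0 min and 0.186 at 360 min against 60 min. Under DESeq2 and without a filter, 2 transcripts each passed at 360 min against 60 min, with 0 shared between them.

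**Figure D2:**
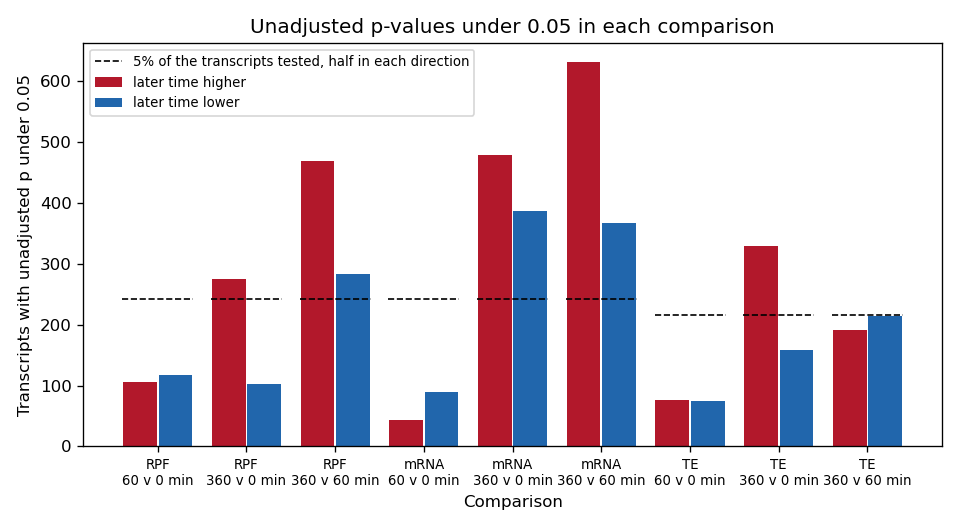
Number of transcripts with an unadjusted p-value under 0.05 (edgeR quasi-likelihood test, TMM scaling) in each of the 9 comparisons, split by direction; dashed lines mark the number that 5% of the transcripts tested gives in each direction. The 60 min against 0 min comparisons lie below the line in RPF (106 and 117), mRNA (44 and 89) and TE (77 and 74), and 360 min against 60 min in mRNA has the most (631 and 367).

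Across transcripts, RPF and mRNA log2 changes against 0 min were almost uncorrelated. Pearson's r across 8632 transcripts was 0.0299 at 60 min against 0 min and 0.0261 at 360 min against 0 min, and Spearman's rho was 0.0206 and 0.073. Transcripts are not independent replicates, so no p-value is given. Leaving out replicate 2 of every group gave −0.0469 at 60 min and 0.0673 at 360 min. Leaving out replicate 1 gave −0.228 at 360 min. That last value rests on RPF 360 min replicate 2, which may hold mRNA fragments, as the closing section describes. In RPF the median size of a change was 0.28 at 60 min and 0.308 at 360 min, below median SEs of 0.468 and 0.478. Such error draws a correlation toward 0, so these values do not show that the assays changed independently. Counts of direction differed from these correlations at 360 min. Against 0 min, all RPF and mRNA libraries moved the same way for 664 transcripts and in opposite directions for 315. At 60 min against 0 min these numbers were 369 and 354. At 360 min against 60 min they were 991 and 281, and no correlation was computed there. The changes at 60 min and 360 min correlated at 0.183 in RPF and 0.331 in mRNA. Unchanged groups simulated against the shared 0 min libraries gave a median of 0.474 (0.447 to 0.503) in RPF and 0.481 (0.453 to 0.503) in mRNA. Both observed values lay below the lowest simulated value. The simulation, which drew each transcript independently, therefore does not describe these libraries. It cannot tell whether the changes at 60 and 360 min share an effect.

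The smallest unadjusted p-value among the comparisons with 0 min belonged to the transcript ENST00000239938. Its RPF level was 22.1 ± 7.82 CPM (SD, n = 2) at 0 min, 178 ± 156 CPM at 60 min and 70.2 ± 1.52 CPM at 360 min. The log2 change at 60 min was 3 (SE 0.557), with an unadjusted p-value of 4.99e-05 in edgeR's quasi-likelihood test. Its adjusted p-value was 0.482, and 0.0384 with the replicate block. The 60 min replicates differed, at 289 CPM (267 counts) and 67.8 CPM (47 counts). Both lay above both 0 min replicates, at 27.7 and 16.6 CPM. Without 60 min replicate 1 the log2 change was 1.59. Its mRNA level was 11.7 ± 2.00 CPM at 0 min, 24.0 ± 1.33 CPM at 60 min and 62.6 ± 17.1 CPM at 360 min. The mRNA log2 change was 1.04 (SE 0.474) at 60 min and 2.42 (SE 0.471) at 360 min, with edgeR adjusted p-values of 0.9999 and 0.558. The mRNA values rested on 8 to 42 counts per library. The change in efficiency at 60 min was 1.98 (SE 0.861), with an unadjusted edgeR p-value of 0.037.

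The other rise was that of ENST00000370040, whose RPF level was 115 ± 2.80 CPM (SD, n = 2) at 0 min, 93.8 ± 38.8 CPM at 60 min and 571 ± 226 CPM at 360 min. Its log2 change at 360 min against 0 min was 2.31 (SE 0.460), with an unadjusted edgeR p-value of 0.000107. The adjusted p-value was 0.9999, and 0.0326 with the replicate block. The mRNA level of this transcript was 33.4 ± 14.5 CPM at 0 min and 53.5 ± 35.5 CPM at 360 min, a difference within the spread of the replicates. The RPF level at 360 min was 731 CPM in replicate 1 and 411 CPM in replicate 2, and without replicate 1 the log2 change was 1.79. The change in efficiency at 360 min was 1.61 (SE 0.961), with an unadjusted edgeR p-value of 0.115.

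The falls with the smallest p-values were both in RPF at 60 min. ENST00000242719 went from 32.9 ± 3.54 CPM (SD, n = 2) to 8.48 ± 1.78 CPM, and its RPF counts were 33 and 32 at 0 min against 9 and 5 at 60 min. Its log2 change was −1.92 (SE 0.531), with an edgeR adjusted p-value of 0.999. ENST00000401707 went from 27.6 ± 1.42 CPM to 6.13 ± 0.509 CPM, with a log2 change of −2.13 (SE 0.592) and an edgeR adjusted p-value of 0.999. At 360 min their RPF levels were 18.4 ± 0.365 CPM and 20.8 ± 7.63 CPM. Their mRNA log2 changes at 60 min were 0.41 (SE 0.596) and 0.07 (SE 0.490), each smaller than its SE. Their log2 changes in efficiency at 60 min were −2.31 (SE 0.766) and −2.19 (SE 0.727), with unadjusted edgeR p-values of 0.00901 and 0.00904 and adjusted p-values of 1. Their RPF values at 60 min rested on 4 to 9 counts per library. Each of the 4 transcripts was picked for its small p-value after all were tested, which tends to overstate a change. The genes and positions of these identifiers were not analysed here.

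**Figure D3:**
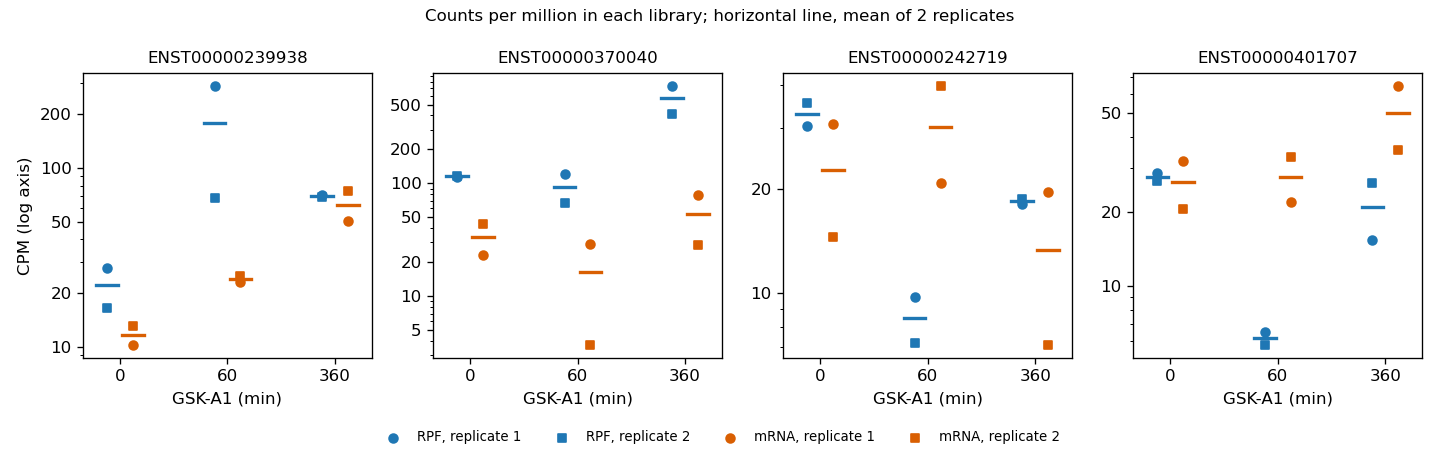
Level of 4 transcripts in CPM (log axis, different range in each panel) against time of GSK-A1 in min; circles and squares are replicates 1 and 2, blue is RPF, orange is mRNA, and the line is the mean of the 2 replicates. The RPF points of ENST00000239938 at 60 min are 289 and 67.8 CPM, above both 0 min points.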

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

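The comparison of opposite movements with chance in this part was fixed before its result was seen, but after these 2 transcripts had been noticed.

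For 2 of the 4 transcripts given in the report, every RPF library moved one way between 2 times and every mRNA library the other way. The RPF level of ENST00000242719 was higher at 360 min (18.2 and 18.7 CPM) than at 60 min (9.74 and 7.22 CPM), and its mRNA level was lower (19.6 and 7.11 CPM against 20.8 and 39.8 CPM). The difference between the assays was tested as the edgeR interaction: the log2 change in efficiency was 2.30 (SE 0.861), with an unadjusted p-value of 0.0179 and an adjusted p-value of 0.948. The RPF level of ENST00000401707 was lower at 360 min (15.4 and 26.2 CPM) than at 0 min (28.6 and 26.6 CPM), and its mRNA level was higher (64.5 and 35.5 CPM against 32.1 and 20.4 CPM). Its log2 change in efficiency was −1.37 (SE 0.684), with an unadjusted edgeR p-value of 0.0639 and an adjusted p-value of 0.858. Neither difference passed the threshold.

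Spread between libraries may be enough for such movements. With 2 replicates per time, 5.56% of unchanged transcripts would have all RPF and all mRNA libraries moving in opposite directions. The observed share was 3.65% (315 of 8632 transcripts) at 360 min against 0 min and 3.26% (281 transcripts) at 360 min against 60 min, both below that level. These shares cover all transcripts, whereas the 2 given here were picked for an RPF fall from 0 to 60 min. That choice favours a high 0 min and a low 60 min RPF level, from which these movements start. The unadjusted p-values above do not allow for it. The movements also rested on few counts, 4 to 43 per library for ENST00000242719 and 11 to 31 for ENST00000401707 over the libraries compared. Control of translation by the treatment stays open for both, and reads shared with near-identical transcripts were not examined. In the same count, the share whose RPF and mRNA libraries all moved the same way was 7.69% at 360 min against 0 min and 11.5% at 360 min against 60 min.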

How the results depend on the processing

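The count of transcripts past an adjusted p-value of 0.05 was 0 in each of the 9 comparisons, and 99 of the 114 alternative fits also gave 0. The alternatives that left out a library of the time not compared and the crossed block were chosen after seeing the data. So were all alternatives of the correlation of 60 min with 360 min changes. These left out replicate 1 or 2, required at least 10 counts in every library, or used log2(CPM + 1) differences. The latter 2 gave 0.148 and 0.183 in RPF and 0.36 and 0.301 in mRNA. RLE size factors, library totals alone, a minimum of 10 counts in every library, fits of the compared libraries alone, robust empirical Bayes and the restriction to transcripts listed in all files gave 0 in all 9 comparisons, and TMM over the 12 libraries and voom with sample weights gave 0 in the 3 TE comparisons.

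Without a filter on low counts, edgeR called 1 transcript in RPF at 60 min against 0 min, 33 in RPF at 360 min against 60 min, 17, 89 and 113 in mRNA at 60 min against 0 min, 360 min against 0 min and 360 min against 60 min, and 2 in TE at 360 min against 60 min. These were mostly transcripts that the filter keeps: 110 of the 113 and 33 of the 33 were also tested with the filter. The unfiltered RPF and mRNA fits had infinite prior degrees of freedom, so every transcript took its spread from the trend and its own replicate difference no longer counted; with the filter the prior degrees of freedom were 13.9 in RPF and 6.21 in mRNA. The replicates of the compared times did not overlap for 104 of the 113 transcripts, but for only 5 of the 17 at 60 min against 0 min in mRNA. Chance gives no overlap of 2 replicates with 2 for 33.3% of unchanged transcripts, and more among transcripts chosen for a small p-value.

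DESeq2 called 1 transcript in RPF at 360 min against 0 min, 2 in RPF at 360 min against 60 min, 8 in mRNA at 360 min against 0 min, 81 in mRNA at 360 min against 60 min and 2 in TE at 360 min against 60 min. In mRNA at 360 min against 60 min its own filter left 2290 transcripts. The 81 were all higher at 360 min, their replicates did not overlap, and 41 were shared with the 113 called without a filter. In 5 simulated draws of unchanged mRNA libraries, DESeq2 called at most 19 transcripts and edgeR with and without the filter at most 2. In RPF the same draws gave at most 1 call without the filter. The 81 calls of DESeq2 and the 113 and 33 of the fits without a filter at 360 min against 60 min were all above that simulated background. The draws took each transcript independently, so they held no spread that many transcripts of a library share. With the filter, a split of the 0 and 60 min mRNA libraries that crossed the times put 228 transcripts past the threshold. The simulated background therefore cannot tell whether the loss of each transcript's own spread was the source of these calls. Their cause was not tested.

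Replicate numbers are shared between the groups, but the labels do not say that a number marks a common day or dish. In RPF the difference between replicates 1 and 2 correlated between times at 0.359, 0.339 and 0.349, across transcripts. In mRNA it correlated at −0.481 between 0 and 60 min, −0.149 between 0 and 360 min and 0.404 between 60 and 360 min. In RPF the replicate numbers thus differed in a way shared by all times, which the fits with time alone counted as spread. With 2 replicates the source of that difference stays open, and pairs are not established. With the replicate block, 1, 2 and 7 RPF transcripts were called at 60 min against 0 min, 360 min against 0 min and 360 min against 60 min, all higher at the later time, and 0 were called in mRNA or TE. In RPF the block also moved the number of unadjusted p-values under 0.05 to 433, 570 and 1123, from 223, 377 and 753 without it, where chance gives 483, so at 360 min against 0 min the number lay below that level only without the block. The block brought ENST00000239938 (60 min) and ENST00000370040 (360 min) past the threshold, at adjusted p-values of 0.0384 and 0.0326. With the 2 numbers of the 0 min mRNA libraries crossed, the block gave 0 calls in all 3 mRNA comparisons. It moved the number of unadjusted p-values under 0.05 to 311, 1354 and 1334, from 133, 865 and 998 without a block. The block with the numbers as labelled gave 108, 732 and 870.

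Leaving out a library of a compared time leaves 1 library there, so no count of calls was made from those fits. Leaving out a library of the third time gave 0 in all but 1 fit: in mRNA at 360 min against 60 min the count went from 0 to 1, the latter without 0 min replicate 2. The correlation between RPF and mRNA changes went from −0.0469 to 0.0245 at 60 min and from −0.228 to 0.0673 at 360 min across the fits that left out one replicate number. The correlation of 60 min with 360 min changes went from 0.241 to 0.306 in RPF and from 0.397 to 0.584 in mRNA, where simulated unchanged groups with both replicates gave up to 0.503. No simulation was run for single replicates.

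The 4 named log2 changes kept their sign in all 62 alternative fits. For ENST00000239938 the adjusted p-value ranged from 4.43e-06 without a filter to 0.872 under robust empirical Bayes, and its log2 change was 1.59 without 60 min replicate 1 and 3.70 without 60 min replicate 2. ENST00000370040 passed the threshold under DESeq2, at an adjusted p-value of 0.0232, and under the block, and its log2 change was 1.79 without 360 min replicate 1. Its adjusted p-value ranged from 0.0232 to 1 over its alternatives.

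The planned tests of the 7 gene lists and of the preset genes were not run, because the identifiers could not be matched to genes here. Depth and replication limit the tests: with 2 replicates and dispersions near 0.1, changes of 1 on the log2 scale were recovered in at most 0.5% of simulated transcripts in any comparison.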

Other observations

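The tests in this part were chosen after the result was seen, except the test of swapped labels on transcripts raised in RPF and the test of RPF changes preceding mRNA changes. The tests of depth and of a single mRNA library in RPF 360 min replicate 2 were also changed after a first outcome, which is given with each.

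RPF 360 min replicate 2 stood apart from the other 5 RPF libraries, and its r with mRNA 0 min replicate 2 (0.786) and mRNA 60 min replicate 1 (0.717) was higher than theirs. The same held for mRNA 360 min replicate 1 (0.637 against 0.544 to 0.555) and mRNA 0 min replicate 1 (0.674 against 0.627 to 0.658), but not for the other 2 mRNA libraries: with mRNA 60 min replicate 2 its r was 0.653, below that of the other RPF libraries (0.657 to 0.696), and with mRNA 360 min replicate 2 it was 0.602, within their range (0.588 to 0.620). At an equal depth of 546547 counts, the median r among the other 5 was 0.909 and the median r of this library with them 0.846, which argues against lower depth as the whole cause. The first comparison made was stricter and left depth open: the lowest r among the other 5 was 0.862, and the highest of this library with any of them was 0.864, so the ranges met. The medians were compared only after that. An mRNA library under an RPF label is argued against by the lowest r of this library with an RPF library, 0.840, which was above its highest with an mRNA library, 0.786. A response to 360 min of GSK-A1 would be shared by the other 360 min RPF library. The deviations of both, each taken against a separate 0 or 60 min library, correlated at 0.0674 in one comparison, where a 0 min library in place of the 360 min one gave 0.123, and at 0.00608 in another, where a 60 min library gave −0.195. The comparisons went opposite ways, so a response to treatment cannot be told apart from no response by them.

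A candidate explanation for this library is mRNA fragments among its footprints. Its change against the 0 and 60 min replicate 2 libraries rose with the mRNA-to-RPF ratio, with a slope of 0.201 (SE 0.0186) where the ratio was above 1 and 0.00968 (SE 0.0167) where it was below 1. In RPF 360 min replicate 1 the slope above 1 was 0.0318 (SE 0.0123). A floor followed by a rise is what an admixture predicts. Taken for one mRNA library at a time, the slope above 1 ranged from 0.0772 for mRNA 60 min replicate 2 to 0.427 for mRNA 0 min replicate 2. The floor was not seen with every library: below 1 the slope was 0.069 (SE 0.0143) for mRNA 360 min replicate 1 and 0.083 (SE 0.0211) for mRNA 360 min replicate 2, and between −0.0199 and 0.011 for the other 4.

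The source of such an admixture stays open. The first test of carry-over from a single library asked whether a mixture of the other RPF libraries with 1 mRNA library singles one out, and it came out in favour: mRNA 0 min replicate 2 gave the highest likelihood, with a share of 30.3%, and mRNA 60 min replicate 1 came next with 26.5%, whereas the other 5 RPF libraries took at most 2.14% from any mRNA library. Later tests went the other way. Subtracting that share lowered the median r of this library with the other RPF libraries from 0.857 to 0.718, whereas in 20 simulated mixtures it rose, from 0.908 to 0.925 at the median. Carry-over at that share would put every transcript at or above 30.3% of its level in mRNA 0 min replicate 2. Over 1220 transcripts owed at least 20 counts, 6.56% lay below the counting limit, against at most 0.245% in simulated mixtures. Over 216 transcripts, at more than 30 CPM there and more than 8 times their level in the other RPF libraries, 39.4% lay below it, against at most 1.77% in 20 simulated mixtures. The simulations hold counting error only. The limits of 30 CPM and 8 times were set last, with the earlier outcomes known. The median of the 216 was 20.4% of the mRNA level, with a 5th percentile of 3.01%. These values argue against reads of that library as the whole source at a share of 30.3%, and leave a smaller share open. The mRNA library with the same time and number took 1.55%. Fragments from the cells of that library cannot be told apart from another source, because the labels do not say that the RPF and mRNA libraries of one number came from the same cells. Differences between separately treated cultures were not tested.

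In mRNA, 3 of the 4 pairs of a 0 min with a 60 min library were more alike (r = 0.902, 0.921 and 0.9497) than the libraries of either time were with each other (0.847 and 0.879), and the pair of replicates 2 was less alike (0.801). Split by time, these 4 libraries gave 147 p-values under 0.05 in edgeR's quasi-likelihood test and 0 transcripts past the adjusted threshold. The split that put 0 min replicate 1 with 60 min replicate 2 gave 1553 p-values under 0.05 and 228 transcripts past it, and the split by replicate number gave 216 and 0. A spread between replicates that many transcripts share is consistent with the low count of small p-values at 60 min. In 4 of the 6 comparisons within an assay, another split of the 4 libraries gave more p-values under 0.05 than the split by time. In the 3 RPF comparisons the split by replicate number gave the most (943, 1242 and 758, against 363, 243 and 588 by time). It put 13, 1 and 1 transcripts past the adjusted threshold, and the split by time put 0 past it in each. In mRNA at 360 min the split by time gave the most, 635 against 0 min and 873 against 60 min. Depth is argued against as the source of the crossed pattern: at 719846 counts each, the lower of the 2 crossed correlations was 0.891 and the higher same-time correlation 0.858. The pairs with the same number at different times reached 0.899 and 0.793.

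Swapped labels between a 0 min and a 60 min mRNA library are one candidate explanation. The prediction made for a swap was met: over 90 transcripts with small p-values for a rise at 60 min in RPF, the lower 60 min mRNA median was −0.0936 (log2) relative to the higher 0 min median. A value below 0 needs no swap, since it arises unless both 60 min medians exceed both 0 min medians. The outcome was still taken as undecided, a reading made after it was seen. The medians of the set lay near 0 in the mRNA libraries of 360 min too, at −0.00264 and −0.0411. The set may carry no mark of time in mRNA. Sets of other sizes varied more there: 0.173 and −0.00107 over 44 raised transcripts, −0.0307 and −0.129 over 185. Over 92 transcripts with small p-values for a fall in RPF they were 0.0915 and 0.352, against the RPF direction. Those 92 were lower in 0 min replicate 1 and 60 min replicate 2 (−0.171 and −0.198) than in 0 min replicate 2 and 60 min replicate 1 (−0.0311 and 0.0152). The 90 raised transcripts were higher in the former libraries (0.106 and 0.137) than in the latter (0.0597 and 0.0124). Over the 44 raised transcripts, however, 0 min replicate 1 was the lowest of these libraries, at −0.0359. Medians that need not follow the RPF direction cannot tell a swap apart from correct labels. A second candidate is a library-level difference not tied to time. The replicate difference in mRNA 60 min (1 minus 2) correlated across transcripts with that in mRNA 0 min (2 minus 1) at 0.481 and with that in RPF 360 min (2 minus 1) at 0.436, and the latter correlated with the mRNA 0 min difference at 0.249. These values restate the likeness of these mRNA libraries to each other and of RPF 360 min replicate 2 to mRNA 0 min replicate 2 and mRNA 60 min replicate 1. An admixture in that RPF library would give the 0.436 and 0.249 with or without a swap. The 0.481 holds mRNA libraries only and restates their crossed likeness, which either candidate would give. The replicate difference in mRNA 360 min (1 minus 2), outside the candidate swap, correlated with that in RPF 360 min (2 minus 1) at 0.329. That value too involves the RPF library with the possible admixture. A library-level difference therefore cannot be told apart from a swap by these correlations. GC content and transcript length were not examined, because no transcript sequences were used here.

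The hypothesis that footprint changes at 60 min precede mRNA changes at 360 min was prompted by ENST00000239938, which was higher in RPF at 60 min and whose mRNA level was highest at 360 min. Across 8632 transcripts, RPF changes at 60 min correlated with mRNA changes at 360 min at −0.123, below the 0.0299 with mRNA changes at 60 min. Such a lag was not seen as a general pattern across all transcripts. At 60 min the median size of an RPF change, 0.28, was below the median SE of 0.468. A lag in a subset of transcripts is therefore not excluded. A swap of a 0 min mRNA label would also affect these correlations. For the single transcript the sequence was not tested.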
